A study of Rattus norvegicus with 6 samples. Its data were reported in "Insulin secretion deficits in a Prader-Willi syndrome β-cell model are associated with a concerted downregulation of multiple endoplasmic reticulum chaperones" (2023).

How the data were processed

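Small RNAs were sequenced from 6 clonal lines of rat INS-1 cells, an insulin-secreting line derived from a rat insulinoma that here also carries an mCherry reporter fused to an insulin transgene. The lines were made by genome editing. The labels placed 3 lines in the control group (lines 5-9, 2 and 16, numbered as replicates 1, 2 and 3) and 3 in the Prader-Willi syndrome (PWS) group (lines 3, 19-1 and 19-4, numbered likewise). Per the study, the control lines lack the imprinted PWS domain on the silent maternal copy only, and the PWS lines lack it on both copies. Control lines 2 and 16 came from line 5-9 cells given a control vector, and the PWS lines from line 5-9 cells edited again on the paternal copy. All 6 lines thus share the first edit, and the 3 control lines hold no further one. All lines were grown in medium with 7.5 mM glucose. Lines 19-1 and 19-4 are subclones of one edited line, so the PWS group holds fewer independent editing events than lines.

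Per the methods of the study, the authors made the libraries with a microRNA kit that adds unique molecular identifiers, widened the size selection so that snoRNAs were kept, and read single ends. They collapsed duplicates with UMI-tools, removed adapters with Cutadapt, aligned with Bowtie2 against a custom rat annotation and counted reads per gene with HTSeq. The methods read for the small RNA libraries name no genome build or tool versions. The authors deposited 2 tables, which differ in the HTSeq option for reads that could be assigned to more than 1 gene. With the option "all" such a read was added to every such gene, and with "none" it was left out. The table counted with "all" was the one the study used, and it is the main table here. Each table lists 32883 genes.

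The deposited per-library values are a signal in normalized reads: gene counts that the authors had divided by a DESeq2 size factor for each library. Every value above 0 was a whole multiple of the smallest value of its column (100% of values within a tolerance of 0.001), so the whole reads behind each value could be recovered. The deposited tables also hold the authors' mean signal, log2 fold change with its standard error, p-value and adjusted p-value from DESeq2. Those columns were used only where the text names the authors' deposited table.

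Genes were assigned to 5 small RNA families of the PWS domain (Snord116, Snord115, Snord107, Snord64 and Mir344) by their symbol or by an identifier list of 55 genes taken from the study, which the study had chosen on these same samples. This gave 109 genes, of which 6 were assigned by identifier alone, including both genes assigned to Snord64. Classes (miRNA, snoRNA, U RNA, rRNA, protein-coding, other) were read from symbols, and otherwise from the biotype of the RefSeq table for assembly GRCr8, in which 17540 of the 32883 symbols were found (53.3%). Many snoRNA genes carry clone names and fall in the class "other". The build of the reference may differ from that of the authors, so it was used for names, biotypes and neighbouring genes only, and no coordinates are given.

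The main test was limma-trend (limma 3.58.1 in R 4.3.3) on log2(normalized reads + 1), over genes with a mean of at least 5 normalized reads across the 6 libraries, with genotype as the sole term and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.1, the cutoff of the study. Log2 fold changes are PWS minus control on this scale, which understates the change of genes with few reads. Because copies within Snord116, Snord115 and Mir344 are nearly identical in sequence, each family was also summed to 1 value and tested in the same model. Shares of reads were compared by an exact two-sided permutation test, for which the smallest p that 3 lines against 3 can give is 0.1. Family ratios pool the reads of each group and divide them by its summed size factors, and counting intervals are exact 95% intervals on that basis. Where a family had 0 reads, 3 reads were taken as the limit. Intervals and limits cover counting error only.

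Test, samples, thresholds and the rule for naming genes were set before the data were examined. The rule named the family totals, the most abundant copy of each multi-copy family by control mean, Mir135b, Mir3065 and Mir212 (which the study names), every called gene outside the domain if there were 10 or fewer, and the 5 miRNA and 5 snoRNA genes with the highest control mean. It also named genes outside the domain called from only 1 of the 2 tables, of which there were none. The alternatives fixed at the same time were pseudocounts of 0.5 and 5, filters at a mean of 1 or 20 and no filter, upper-quartile and TMM scaling, edgeR 4.0.16 quasi-likelihood, DESeq2 1.42.0 and limma-voom on the recovered reads, robust limma-trend, the table counted with "none", a threshold of 0.05, the replicate number as a block, the mean of lines 19-1 and 19-4 as 1 sample, and leaving out each line in turn.

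The tests were checked on simulated reads drawn with the means, library sizes and dispersions of these libraries, with 200 genes changed by known amounts. Over the 3834 simulated genes that limma tested, 21 of 24 genes lowered by 6 on the log2 scale were called, as were 17 of 27 lowered by 2 and 2 of 20 lowered by 1. The simulation had lowered 40, 42 and 30 genes by these amounts. The remainder fell under the filter and were not tested, so recovery among all lowered genes was smaller. Unchanged genes made up 9.52% of the calls. Tables and pictures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.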

Results

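Small RNA profiles were collected from 3 control and 3 PWS clonal INS-1 lines, with 1 library per line. INS-1 cells are a rat insulinoma line used as a model of the pancreatic β-cell. The recovered depth was 11823702 reads for control line 5-9, 7634142 for control line 2 and 13872493 for control line 16. It was 16480475 reads for PWS line 3, 10192806 for PWS line 19-1 and 7373691 for PWS line 19-4. Reads that lay in overlapping genes are counted more than once in these totals. Of the 32883 genes, 17119 had at least 1 read in some library and 4292 reached a mean of 5 normalized reads and were tested.

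The first question was whether the small RNAs of the PWS domain were lost in the PWS lines, in which the active paternal copy was deleted as well as the silent maternal one. This also checks the labels. The Snord116 total, a C/D-box snoRNA family of 36 annotated copies, was 7492 ± 1711 normalized reads in control lines (SD, n = 3). In the PWS lines it was 2.61 ± 1.17 (SD, n = 3), from 3, 2 and 3 reads in lines 3, 19-1 and 19-4. The ratio of control to PWS was 3269, with a counting interval of 1659 to 7574. Ratios and limits here pool the reads of a group and divide them by its summed size factors, so they differ from the ratio of the 2 means. The Mir344 total was 2529 ± 469 in controls and 2.11 ± 1.99 in PWS lines (SD, n = 3), a ratio of 1237 with an interval of 600 to 3077. Its PWS reads numbered 4 in line 3, 0 in line 19-1 and 3 in line 19-4.

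Snord64 averaged 1081 ± 119 normalized reads in control lines (SD, n = 3) and had no read in any PWS line, so it was at least 1246-fold lower, with 3 pooled reads over the PWS group as the limit. The exact 95% interval used for the other families has a lower end of 1013. Within single PWS libraries the limit of 3 reads corresponds to 0.165%, 0.291% and 0.366% of the control mean in lines 3, 19-1 and 19-4. Snord115 averaged 275 ± 92.3 in controls (SD, n = 3), and 1 read was found in the PWS lines, in line 19-4. The resulting ratio of 981 has a counting interval of 176 to 38786. Snord107 averaged 217 ± 52.3 in controls (SD, n = 3), and 2 reads were found, 1 in line 3 and 1 in line 19-4. Its ratio was 383, with an interval of 106 to 3172. Summed over the domain, PWS lines retained 0.05002% ± 0.0373 of the control mean (SD, n = 3), or 18 reads against 36525 in the control lines. Without line 19-4 this level was 0.0296%, the alternative that moved it most.

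**Figure D1:**
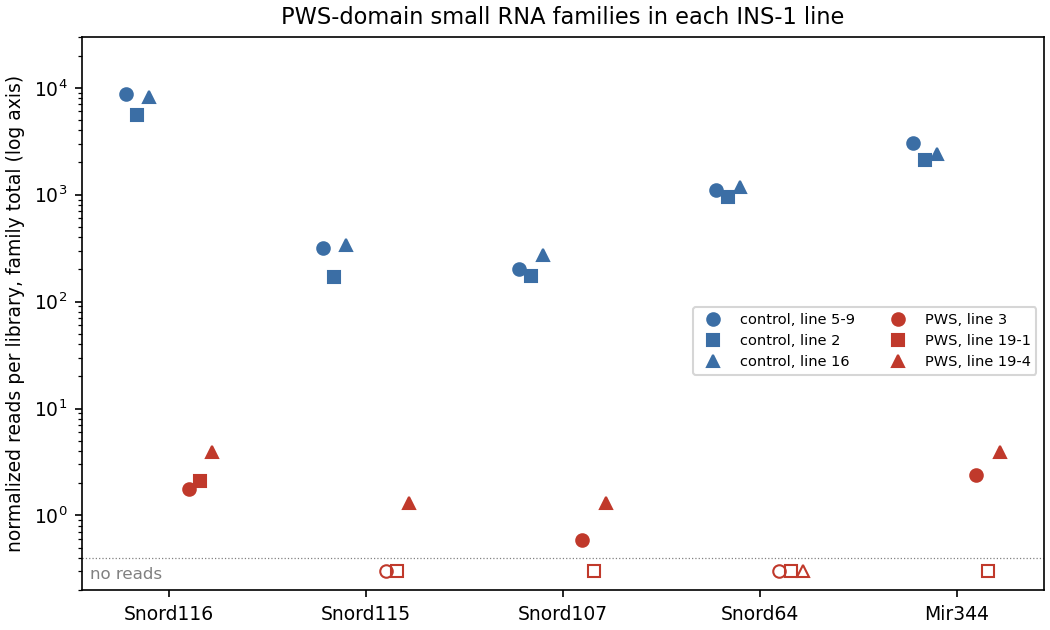
Normalized reads of each PWS-domain family, summed over its copies, in each of the 6 lines (log axis; blue, control; red, PWS; open symbols below the dotted line, no reads). Every control value lies above every PWS value in each family, with Snord116 at 7492 on average in controls and 2.61 in PWS lines.

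All 5 family totals were called lower in PWS lines by limma. The adjusted p was 1.50e-14 for Snord116, 1.52e-11 for Mir344, 7.88e-14 for Snord64, 4.16e-10 for Snord115 and 4.16e-10 for Snord107, and each family was lower in all 3 PWS lines. Fitted log2 fold changes of genes with almost no PWS reads depend on the pseudocount. For the Snord64 total the fitted value was -10.07 in the main test and ranged from -13.18 to -7.76 over the alternatives. The 5 families were called under every alternative tried.

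Among single copies, 55 domain genes had enough reads to be tested, and all had a lower mean in PWS lines. Of these, 52 were called over all genes tested. When adjusted over the list alone 55 were called, although the study chose this list on these samples, so that count is not independent evidence. The copies that limma left uncalled were 2 Mir344 genes (ENSRNOG00000046914 and ENSRNOG00000047713) and 1 Snord116 gene (ENSRNOG00000051533). They had 38, 31 and 48 reads over the control lines and 0 in the PWS lines. These calls depended on the test: edgeR and DESeq2 each called 55 domain genes, and limma-voom 46. In the authors' deposited table, from DESeq2, the same copies had adjusted p of 0.00213, 0.00889 and 0.00175. The most abundant Snord116 copy, ENSRNOG00000059940, had 624 ± 169 normalized reads in controls (SD, n = 3) and no PWS read. The most abundant Snord115 copy, ENSRNOG00000058803, had 41.0 ± 17.8 (SD, n = 3) and no PWS read. The most abundant Mir344 copy, ENSRNOG00000049433, had 1059 ± 192 in controls and 0.637 ± 0.660 in PWS lines (SD, n = 3). Reads of near-identical copies cannot be placed with certainty, so values of single copies are less certain than the family totals.

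The second question was how many small RNAs differed between genotypes in the whole library. limma called 55 of 4292 genes at an adjusted p under 0.1, all of them lower in PWS lines. An unadjusted limma p under 0.05 was found for 256 genes, 201 of them outside the domain. Chance alone would give a share of 0.05 of the genes tested, and the 201 do not exceed it. The count of called genes moved most with a filter at a mean of 20 normalized reads, which left 1087 genes to test and 41 calls. Outside the domain 3 genes were called: Dusp4, Mir3065 and Mir135b. This smaller count was less stable. With no filter on low values it was 11, of which 3 were higher in PWS lines. It was 0 when control line 5-9 or PWS line 19-1 was left out. Without PWS line 3 it was 6, of which 2 were higher in PWS lines.

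**Figure D2:**
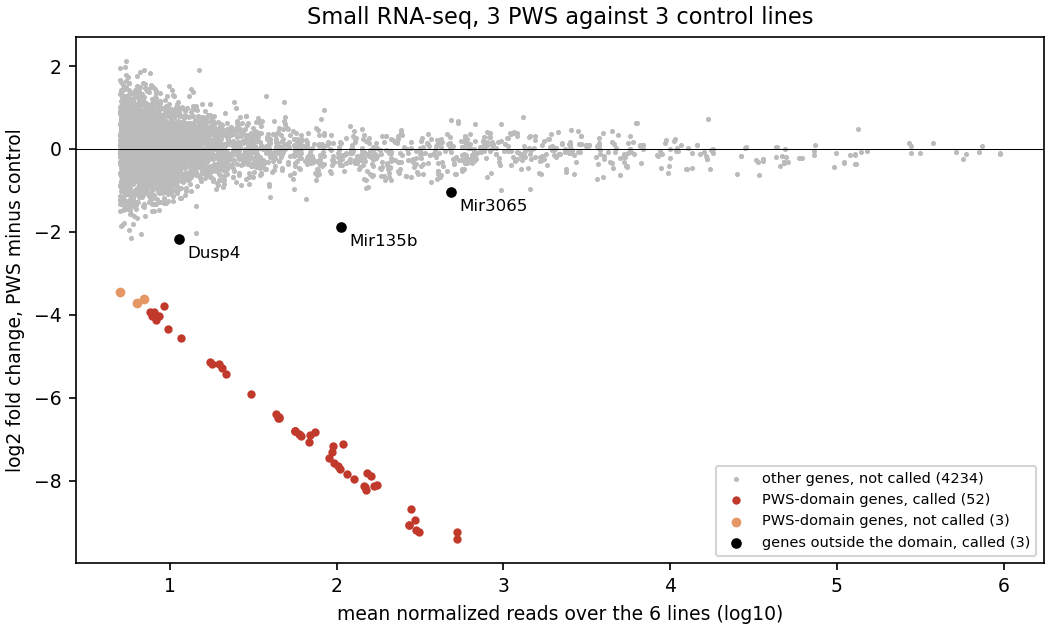
Log2 fold change (PWS minus control) against mean normalized reads over the 6 lines (log10 axis) for the 4292 genes tested by limma. The 52 called domain genes (red) lie on a descending band because their PWS values are at or near 0, and the 3 called genes outside the domain (black) are labelled.

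Mir3065 (ENSRNOG00000035465) had 652 ± 17.9 normalized reads in control lines and 318 ± 55.8 in PWS lines (SD, n = 3). Its log2 fold change was -1.05 ± 0.25 (SE), with a limma adjusted p of 0.0642, and all 3 PWS lines lay below all 3 control lines. Over the alternatives its adjusted p ranged from 0.00524, in limma with no filter, to 0.352. The call was lost when any line other than PWS line 3 was left out. Mir3065 also lost its call with subclones 19-1 and 19-4 averaged as 1 sample (limma adjusted p of 0.147). In the reference it lies within the gene Aatk and overlaps another miRNA gene. All of its reads were the same in both deposited tables, but no row was found under the symbol of that other gene, so a contribution from it was not tested. Mir135b (ENSRNOG00000035621) had 174 ± 149 normalized reads in controls and 38.8 ± 15.2 in PWS lines (SD, n = 3), a log2 fold change of -1.89 ± 0.47 (SE) with a limma adjusted p of 0.0781. Control line 2 stood at 346, against 94.6 in line 5-9 and 81.0 in line 16. Without line 2 the log2 fold change was -1.24 and the adjusted p 0.551, and the call was also lost without control line 5-9, PWS line 3 or PWS line 19-1. With lines 19-1 and 19-4 averaged as 1 sample, Mir135b was not called either (limma adjusted p of 0.147). Over all alternatives the adjusted p of Mir135b ranged from 1.62e-07 to 0.551. The lowest value came from limma with no filter, where the log2 fold change was the same as in the main test. Only the variance estimate and the adjustment differed there, so that value is no added evidence.

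Dusp4 (ENSRNOG00000011921), a protein-coding gene of which the libraries hold fragments, had 18.9 ± 6.75 normalized reads in controls and 3.85 ± 2.74 in PWS lines (SD, n = 3), from 56 and 15 reads. Its log2 fold change was -2.17 ± 0.50 (SE), with a limma adjusted p of 0.0431. DESeq2 gave an adjusted p of 0.454 and limma-voom one of 0.674, so the call depended on the test. It was also lost when any 1 control line or PWS line 19-1 was left out, with adjusted p up to 0.511. Mir212 (ENSRNOG00000035476) had 1942 ± 676 normalized reads in controls and 960 ± 155 in PWS lines (SD, n = 3). Its log2 fold change was -0.97 ± 0.28 (SE), and it was not called by limma, with an adjusted p of 0.238. DESeq2 called it with an adjusted p of 0.0970, and limma called it without control line 2, with an adjusted p of 0.0528. Its adjusted p ranged from 0.0105, in limma with no filter, to 0.884 over the alternatives.

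**Figure D3:**
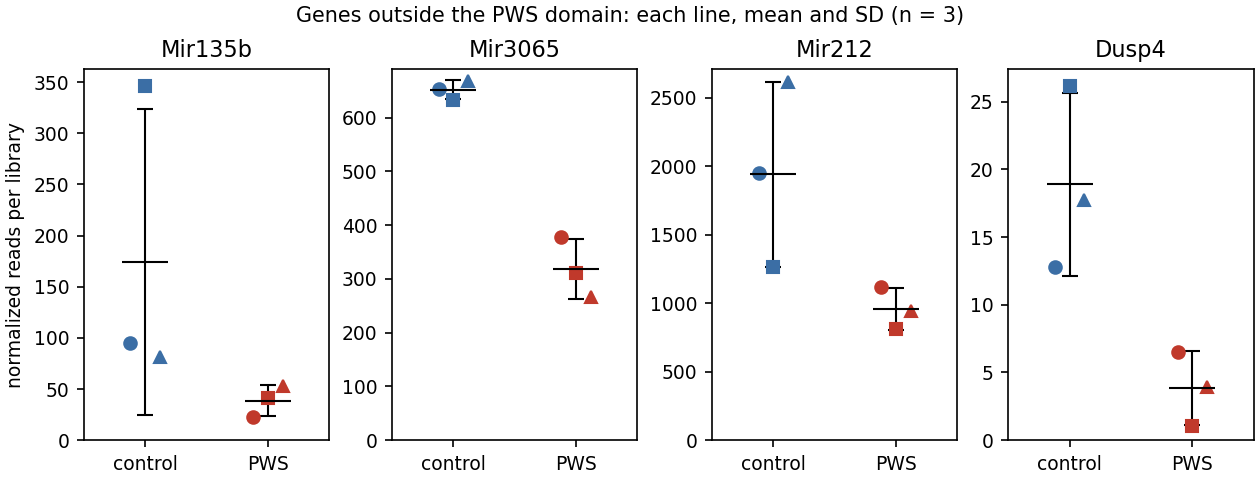
Normalized reads of Mir135b, Mir3065, Mir212 and Dusp4 in each line (circle, square and triangle for control lines 5-9, 2 and 16 in blue, and for PWS lines 3, 19-1 and 19-4 in red), with the mean and SD of each group (n = 3). The control mean of Mir135b, 174, rests largely on line 2 at 346.

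The composition of the libraries was compared next. miRNA genes took 89.3% ± 0.703 of reads in control lines and 89.3% ± 0.794 in PWS lines (SD, n = 3; exact permutation p = 1.0). snoRNA genes took 1.99% ± 0.179 in controls and 2.06% ± 0.405 in PWS lines (SD, n = 3; exact permutation p = 1.0). Neither difference exceeded the spread between lines, and the direction of both depended on which line was left out. Over the 6 classes compared, the smallest p was that of the rRNA share. It was 3.89% ± 0.274 in controls and 3.37% ± 0.261 in PWS lines (SD, n = 3; exact permutation p = 0.1, the smallest this design allows, and 0.6 after Benjamini-Hochberg adjustment).

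The most abundant miRNA genes in control lines were Mir7a1 at 1000200 ± 335922 normalized reads, Mir7a2 at 997829 ± 333853, Mir16 at 727903 ± 114304, Mir375 at 720240 ± 76970 and Mirlet7f2 at 614564 ± 59224 (SD, n = 3 each). Mir7a1 and Mir7a2 share their mature sequence and cannot be told apart by their reads. The most abundant snoRNA genes were Scarna15 at 18004 ± 3421, Snord110 at 16219 ± 1272, Snord57 at 15570 ± 1074, SNORD81 at 12757 ± 1121 and SNORD30 at 10969 ± 249 (SD, n = 3 each). None of these 10 genes was called, and the smallest limma adjusted p among them was 0.886. All reads of Scarna15 were also counted for Mir1839, and the table counted with "none" lists Scarna15 at 0. Snord116 copies together made up 3.51% ± 0.822 of the reads of recognised snoRNA genes in control lines (SD, n = 3). Summed, they ranked as number 9 among 236 snoRNA genes or families recognised by symbol, and as number 7, 13 and 9 in lines 5-9, 2 and 16. Without line 5-9 the rank was 12. In the table counted with "none" the share was 4.14% and the rank 8. snoRNA genes with clone names are left out of this list, so the share and rank may be too high. The study ranked the summed copies as number 13 among snoRNAs of INS-1 cells.

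The authors' deposited table, from DESeq2, holds 58 genes with an adjusted p under 0.1, and 54 of them were also called by limma. DESeq2 on the recovered reads called the same 58 genes. For 16 of the 58, the log2 fold change in the authors' deposited table was smaller than 0.001 in size. Mir3065 stood at -1.62e-05 in the authors' deposited table and at -1.03 in the DESeq2 fit without shrinkage. The Snord116 copy ENSRNOG00000051811, with 597 normalized reads in controls and 0 in PWS lines, stood at -3.09e-05 in the authors' deposited table, whereas the similar copy ENSRNOG00000059940 stood at -13.22.

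**Figure D4:**
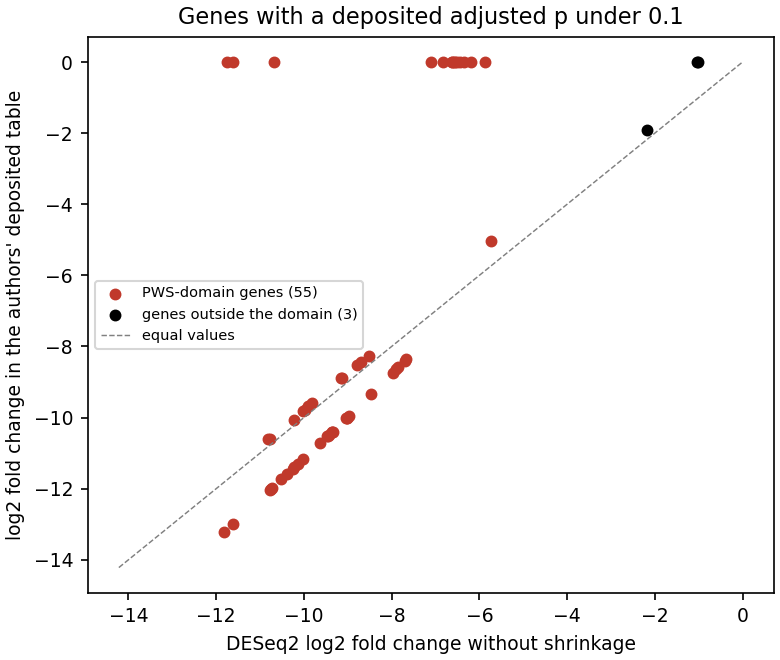
Log2 fold change in the authors' deposited table against the log2 fold change of a DESeq2 fit without shrinkage, for the 58 genes with a deposited adjusted p under 0.1 (red, domain genes; black, genes outside the domain; dashed line, equal values). The points along the top are the 16 genes whose deposited fold change is close to 0.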

Values the study reported

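The study reported 58 miRNAs and snoRNAs that differed significantly between PWS and control lines. It named Mir135b, Mir3065 and Mir212 as the members of that set that lie outside the PWS domain, all of them lower in PWS lines.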

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

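The loss of the domain families did not depend on the processing: all 5 family totals stayed lower and called in 21 of 21 alternatives. The total number of called genes stayed within 1.5 times the main count of 55 in all of them, from 41 to 66. It ranged from 45 to 58 when 1 line was left out.

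The count of called genes outside the domain was 3 in the main test. With a filter at a mean of 1 it was 5, of which 1 was higher in PWS lines. It was 1 with a filter at a mean of 20 and 11 with no filter, 3 of these higher in PWS lines. It was 1 with upper-quartile scaling, 1 with lines 19-1 and 19-4 averaged and 1 at a threshold of 0.05. With these subclones averaged only Dusp4 stayed called, and Mir3065 and Mir135b each had a limma adjusted p of 0.147. The count ranged from 0 to 6 when 1 line was left out. A higher filter tests fewer genes and removes Dusp4 by construction, and averaging the subclones leaves fewer samples. For the other shifts the cause was not tested. Where the count was 0, without control line 5-9 or without PWS line 19-1, limma gave 189 and 153 genes outside the domain an unadjusted p under 0.05. Neither number exceeds the share of 0.05 of the 4292 genes tested that chance alone would give. On all 6 lines, edgeR called 4 genes outside the domain (1 of them, Rps18l1, higher in PWS lines), DESeq2 3 and limma-voom 2. Upper-quartile scaling moved the median log2 fold change of all tested genes from 0.0048 to 0.064.

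Mir3065 kept its direction in 21 of 21 alternatives and was called in 13, each judged at its own threshold. Mir135b kept its direction in 21 and was called in 11. Dusp4 was tested in 20 alternatives and called in 14, and Mir212 was called in 5 of 21.

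With the replicate number as a block, 56 genes were called, 55 of them shared with the main test, and 4 lay outside the domain. The addition was Mir212. The numbers do not pair the lines: after removal of group means, the correlation across 1087 genes between lines of the same number was 0.414, 0.218 and -0.0574.

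Abundant genes with changes close to 0 changed sign. With upper-quartile scaling the log2 fold change of SNORD30 moved from -0.058 to 0.0070. That of Mir7a1 moved from -0.12 to -0.054, and that of Mir375 from -0.072 to -0.0077. The shift was similar in these genes, so the changed sign says nothing about SNORD30 itself. The log2 fold change of Snord110 was 0.00028 in edgeR. When 1 line was left out, it ranged from -0.43 to 0.079 for Mir7a1, -0.41 to 0.098 for Mir7a2, -0.014 to 0.18 for Mir16, -0.22 to 0.073 for Mir375, -0.30 to 0.089 for Snord110, -0.048 to 0.078 for SNORD81 and -0.10 to 0.018 for SNORD30. The difference in miRNA share ranged from -0.261 to 0.508 percentage points and that in snoRNA share from -0.138 to 0.266. None of these was called in any alternative. Scarna15 has no value in the table counted with "none".

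Depth and replicate number limit small changes. In the simulation of this comparison over 3834 genes, limma called 10% of genes that were lowered by 1 on the log2 scale and still passed the filter. Over the tested genes as a whole, changes of that size would thus often be missed. Genes of all abundances were pooled in this share, so recovery at the abundance of Mir3065 and Mir212 was not measured.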

Other observations

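The tests on the residual domain reads, the deposited fold changes, the counting option, Mir135b and the snoRNA share of line 19-4 were chosen after the result was seen. Those on other splits of the lines, Mir132 and the ER chaperones were written down before, except that what counts as a shared change for Mir132 was settled after its values had been seen, and the test of the mRNA share was added last.

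Of the 10 splits of the 6 lines into 3 and 3, only 1, the real one, called as many as 55 genes, and only 1 called 3 or more genes outside the domain. Likewise only 1 of the 10 splits called the family totals. Each of the other splits called 0 genes with limma. A design of this size cannot exclude chance by this count, since 1 in 10 is the smallest share it can give.

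The deposited fold changes close to 0 have a candidate explanation in shrinkage. Of the standard errors in the authors' deposited table, 99.7% equal 0.00144 within a relative tolerance of 0.001, which is 0.001 on the natural log scale, as a shrinkage prior of that width would give. A fit without shrinkage gave the same genes log2 fold changes of at least 1.02 in size. Shifted or mismatched entries are argued against. Of 4248 tested genes whose deposited fold change was smaller than 0.001 in size, 95.7% had the sign of the fit without shrinkage. A shift by 1 row gave 51.1%, and none of 10000 shuffles exceeded 52.7%. The p-values also matched those of DESeq2 on the recovered reads, which shows only that this column is in place. Which shrinkage method was used stays open. A reader who ranks or filters the authors' main deposited table by fold change would lose 16 of its 58 calls, 14 of them in the PWS domain. In the table counted with "none" 15 of 58 calls had such fold changes, and those 15 all lay in the domain. Which calls are affected thus differs between the tables, and the p-values and normalized reads are the safer columns.

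The study states that multicopy snoRNA and miRNA genes needed the option "all" for accurate counts. In the deposited tables the choice between the 2 counting options did not touch the domain families. All 85 domain genes with reads held the same reads in both tables, and so did near-identical pairs such as Mir7a1 and Mir7a2, whose ratio lay between 0.987 and 1.02 in every library. The option "none" removed 1.89% to 2.13% of reads per library, from 520 of the 17119 genes with reads. Among the genes that lost most were pairs with equal losses. Mir26b and Ctdsp1 each lost 172958 reads, and Scarna15 and Mir1839 each lost 108556. This is consistent with an option that acts on reads overlapping several genes, and not on reads that align equally well to several copies. The even split within pairs may come from the aligner placing such reads at random, which was not tested. For such pairs the choice matters more: Mir26b has 172958 reads in one table and 0 in the other.

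PWS lines held 18 domain reads. Carry-over from intact domains, in cells or between libraries, would place them in proportion to the control level. The families departed from that proportion (chi-square statistic against 100000 Monte Carlo multinomial draws, p = 0.0214). There were 7 reads of Mir344 where 3.87 were expected, 2 of Snord107 where 0.343 were, and 0 of Snord64 where 1.67 were. The departure argues against strictly proportional carry-over, though on 18 reads. Misalignment to a few copies cannot be told apart from other origins. The reads fell on 14 different gene copies, where proportional placement would give 13.3 on average, and a number as low had a Monte Carlo p of 0.771. No biological explanation was tested.

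Mir212 lies next to Mir132 in the reference. Mir132 had 30476 ± 9811 normalized reads in control lines and 19517 ± 1907 in PWS lines (SD, n = 3). Its log2 fold change of -0.60 had a 95% interval of -1.10 to -0.094, which includes the -0.97 of Mir212. The limma adjusted p of Mir132 was 0.831, so it was not called. By the criterion settled afterwards the values are consistent with a change shared by both genes, and may reflect a common transcript. A difference between clones that is unrelated to the deletion stays open, as does chance.

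For Mir135b the high value of control line 2 was weighed. Without it the log2 fold change was -1.24, with an unadjusted limma p of 0.00963, and the other control lines, at 94.6 and 81.0, still lay above the highest PWS value of 52.7. The limma adjusted p was 0.551. The lower direction in these lines thus did not rest on line 2 alone, but the size of the change rests partly on that line. Because Mir135b was picked on these same lines, the unadjusted p cannot show a difference beyond chance. The call was lost in 4 of 6 runs that left out 1 line (5-9, 2, 3 or 19-1). Whether Mir135b differs by genotype or among clones stays open.

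Because the study found mRNAs of several ER chaperones lower in these lines, fragments of the chaperone mRNAs it lists were examined. The list has 10 genes. Hyou1, seen before the test and named for that reason, had 67 reads in controls and 29 in PWS lines, with a log2 fold change of -1.37 and a limma adjusted p of 0.236. The other 9 were tested as a set, over genes with a mean of at least 1 normalized read. Of the 9, 6 were lower, with a median log2 fold change of -0.26 and a mean of -0.16. The set did not move by fry (p = 0.370) or camera (p = 0.202, and 0.256 with an estimated correlation). Of 10000 random lists matched on mean expression, 4.91% had a median as low. The summed fragments were 184 ± 25.9 in controls and 131 ± 17.9 in PWS lines (SD, n = 3; exact permutation p = 0.1, the smallest possible), a sum that Hspa5 dominates. These tests disagree, and whether fragments follow the mRNAs cannot be told apart from chance at this depth. The median log2 fold change over 8674 protein-coding genes was 0.087, but the scaling centres this value, so it decides nothing. The unscaled protein-coding share of reads, in the table counted with "none", was 0.543% ± 0.0472 in control lines and 0.617% ± 0.0745 in PWS lines (SD, n = 3; exact permutation p = 0.3). A fall in step with the chaperone sum would have given 0.386%, and every PWS line lay above that, which argues against a lower share of mRNA fragments as the cause.

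Line 19-4 had the highest snoRNA share, 2.49% of reads against 1.68% to 2.13% in the other lines. If longer inserts had been kept in that library, rRNA and U RNA shares should be highest there too. The rRNA share of line 19-4 was 3.50% and its U RNA share 0.747%, both within the range of the other lines. Yet the class "other" was highest in that line, at 3.79%, and so was the protein-coding share in the table counted with "none", at 0.696%. In the main table, from which the other shares come, the protein-coding share was 1.015% in line 19-4 and higher in line 3, at 1.040%. These values point both ways, so longer inserts stay open. No other explanation was tested, and line 19-1, a subclone of the same edited line, had the lowest snoRNA share.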
